A study of Mus musculus with 9 samples.

How the data were processed

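Nascent RNA was measured in mouse CD8+ T cells, the cytotoxic class of T lymphocyte, in 9 libraries. Per the labels' protocols, cells were fed 0.2 mM 5-ethynyl uridine for 30 minutes, a uridine analogue that is built into RNA made during that time. The labelled RNA was biotinylated, captured on streptavidin beads, copied to cDNA and sequenced as paired reads of 100 bases. The labels give 3 groups of 3 libraries: acute stimulation, chronic stimulation, and chronic stimulation with inhibition of MEK, a kinase of the MAP kinase cascade. The duration and manner of stimulation and the inhibitor are not stated in the labels. The negative control with actinomycin D that the protocol mentions is not among the 9 libraries.

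The values deposited by the authors are signal per transcript, in 2 tables: one whose name is read here as gene body (GB) and one whose name is read here as pause region (PR), the stretch near the transcription start. The coordinates of both regions, the aligner, the counting program, its use of strand, the genome build and the annotation are not stated in the labels. Each table held 118482 rows, and no column belonged to an unmapped sample. Although the tables are named as counts, the deposited signal was not treated as read counts. Every low value was a whole multiple of a step that differed between libraries (0.764 to 1.06) and was shared by both tables, so 1 scale factor per library had been applied. Among nearly empty, isolated transcripts, 4 steps occurred 1124 times and 1 step 636 times, so a step was not a read. Depth in reads is therefore unknown, and no counting interval is given. The plan written before the data were examined had assumed counts and a count model; limma on log2 signal was used instead.

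Rows were matched to the GENCODE M21 annotation of mouse build GRCm38 by Ensembl transcript identifier. Of the rows, 117346 matched with their version, 383 without it, and 753 did not match and were left out. Matched rows lay on chromosomes 1 to 19, so genes on the sex chromosomes and the mitochondrial genome were not analysed here. For each of 37022 genes, the row with the largest mean gene-body signal over the 9 libraries was used in both tables. Of these genes, 42.8% overlapped another gene, and with the use of strand not stated, their values are uncertain, as are those of near-identical copies.

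Gene-wise tests used genes with a signal of at least 50 in at least 3 libraries. Each table was scaled by an unweighted trimmed mean of log ratios, with 30% of log ratios and 5% of mean levels trimmed from each end. Values were log2(signal + 5), so fold changes of weak genes are understated. One limma model with a mean per group was fitted to the 9 libraries, with an intensity trend and robust moderation (limma 3.58.1, R 4.3.3; tables were joined with Python 3.11.15 and pandas 2.3.3). All adjusted p-values of single genes are limma's, adjusted by Benjamini and Hochberg within a comparison, with a threshold of 0.05. A change of pausing was tested with the same model on the per-library difference of log2(signal + 5) between pause region and gene body, for genes that passed in both tables. The pausing index of a library was the median over those genes of log2((pause region + 0.5)/(gene body + 0.5)), compared by a two-sided exact permutation test, whose smallest p with 3 against 3 libraries is 0.1.

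A set of 8 gene lists, tested in 3 comparisons and hence in 24 tests, was written before the data were examined. They covered exhaustion-associated genes, stem- or memory-associated genes, MEK-ERK output, nuclear oxidative phosphorylation, glycolysis, cytosolic ribosomal proteins, cell cycle, and cholesterol and fatty acid synthesis. They were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation as checks. Reversal by MEK inhibition was measured among genes called between chronic and acute stimulation. The simulation planned for it, with MEK-inhibited libraries drawn around the observed chronic means, leaves out the error of the shared chronic libraries and is not used. In its place, all libraries were redrawn 100 times around their group means with independent errors, the MEK-inhibited ones around the chronic means. Reversal was also measured with separate chronic libraries: genes were called without 1 chronic library, which alone was then set against the MEK-inhibited ones, and the values were averaged over the 3 chronic libraries.

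The rule for naming genes, also set before the data were examined, took 5 rises and 5 falls per gene-body comparison. These were the largest among called genes with a mean signal of at least 100 in the higher group, groups that did not overlap (which chance gives for 10% of genes with 3 against 3 libraries), and a symbol that is not a Gm, Rik or LOC name. The rule took up to 3 rises and 3 falls per pausing comparison, which no gene met. A further 18 genes were fixed by name, of which Ppargc1a did not pass the filter and 1 is not reported here.

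The functions were tested on simulated values drawn from the means and residual spread of the real genes. Of 200 genes changed by 1 on the log2 scale among 15942 gene-body values, 62.0% were called, with 5 unchanged genes called. For the pausing ratio over 7413 genes, 1.0% of 200 genes changed by 1 were called, and 83.5% of those changed by 2.

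Alternatives planned in advance were median-ratio scaling, library totals, no filter, a signal of at least 10 in every library, the longest row per gene, only the groups compared, a replicate block, own scaling of each region, and leaving out each library. The redrawn libraries and a further 7 alternatives were chosen after seeing the data: separate chronic libraries, the deposited scaling, totals without 4 ribosomal RNA-like rows, a pseudocount of 0.5, a density filter, the background as a covariate and the background subtracted. Background was the summed gene-body signal per kb of 1351 olfactory and vomeronasal receptor genes that overlap no other gene, with the top 1% left out. The density filter kept genes whose mean signal per kb lay above the 95th percentile of those receptor genes, 0.70 per kb.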

Results

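The series asked how nascent transcription of CD8+ T cells differs between acute stimulation, chronic stimulation, and chronic stimulation under MEK inhibition, in connection with T cell exhaustion, the loss of function that follows persistent stimulation. Each group had 3 libraries. Depth in reads is unknown. Over 1 row per gene, the deposited gene-body signal summed to 49510000 ± 1180000 (SD, n = 3) in acute, 50090000 ± 617000 in chronic and 50940000 ± 1140000 in chronic MEK-inhibited libraries. Pause-region signal summed to 5183000 ± 369000, 7491000 ± 889000 and 7180000 ± 332000, respectively, most of it from a ribosomal RNA-like locus. Across 15942 genes, Pearson correlations of log2 gene-body signal ranged from 0.959 to 0.984 over the 9 pairs of libraries within a group and from 0.910 to 0.954 over the 27 pairs between groups. These correlations are across genes, which are not independent replicates. For the pause region they ranged from 0.816 to 0.894 within and from 0.698 to 0.826 between groups. No library repeated another.

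A ribosomal RNA-like locus on chromosome 17 (39843013 to 39848788, GRCm38) took a large part of the signal. It holds 4 annotated rows, Gm26917, Gm42418, AY036118 and CT010467.1, the last annotated as rRNA and the others as lincRNA. Gm42418, AY036118 and CT010467.1 overlap one another, on both strands, and Gm26917 lies beside them. The shares given here sum the 4 rows. With the use of strand not stated, signal in the overlap may be counted more than once. Its share of the gene-body signal was 20.7% ± 1.63 (SD, n = 3) in acute, 37.0% ± 3.30 in chronic and 31.6% ± 3.92 in chronic MEK-inhibited libraries. The difference between chronic and acute had an exact two-sided permutation p of 0.1, the smallest that 3 against 3 libraries allow, and 0.225 after adjustment over 9 library-level tests. Its share of the pause-region signal was 68.0% ± 1.03, 80.4% ± 2.45 and 76.6% ± 3.6, in the same order of groups. Without the locus, pause-region signal summed to 1662000 ± 172000 in acute, 1457000 ± 69100 in chronic and 1670000 ± 189000 in chronic MEK-inhibited libraries.

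Chronic was first compared with acute stimulation in the gene body. Of 15942 genes tested, 5403 had a limma adjusted p under 0.05, with 2875 higher and 2528 lower in chronic libraries, and 2180 changed by more than 1 on the log2 scale. The scaling set the balance of directions. When scaled to library totals, 1085 genes were higher and 6860 lower, because the median gene moved by -0.49 on the log2 scale relative to the main scaling. On the deposited scale 1134 genes were higher and 6713 lower, with a median move of -0.47. With totals without the ribosomal RNA-like rows 2084 genes were higher and 3774 lower, with a median move of -0.16. The directions below are therefore relative to the trimmed mean of genes, and say nothing about total transcription per cell.

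The comparison of chronic MEK-inhibited with chronic libraries asked what MEK inhibition changed under chronic stimulation. In the gene body 2802 genes were called, 1583 higher and 1219 lower with the inhibitor, and 923 changed by more than 1 on the log2 scale. Library totals gave 1768 higher and 739 lower, and the deposited scale 1979 higher and 721 lower, with median moves of 0.11 and 0.13. The balance also turned the other way: 933 genes were higher and 1195 lower without MEK-inhibited replicate 1, and 725 higher and 912 lower without a filter. Leaving out acute replicate 1, 2 or 3 gave 1280 higher and 1408 lower, 1380 and 1661, and 1296 and 1424. Chronic MEK-inhibited libraries were also compared with acute ones, for which 4118 genes were called, 2291 higher and 1827 lower. Library totals gave 953 higher and 4987 lower there, and the deposited scale 1023 higher and 4542 lower, with median moves of -0.38 and -0.34. Totals without the ribosomal RNA-like rows gave 1568 higher and 3163 lower. More genes were lower than higher also without acute replicate 1 (1626 higher and 1755 lower), acute replicate 3 (1634 and 1727) or MEK-inhibited replicate 1 (1578 and 1756), and without a filter (1305 and 1337).

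**Figure D1:**
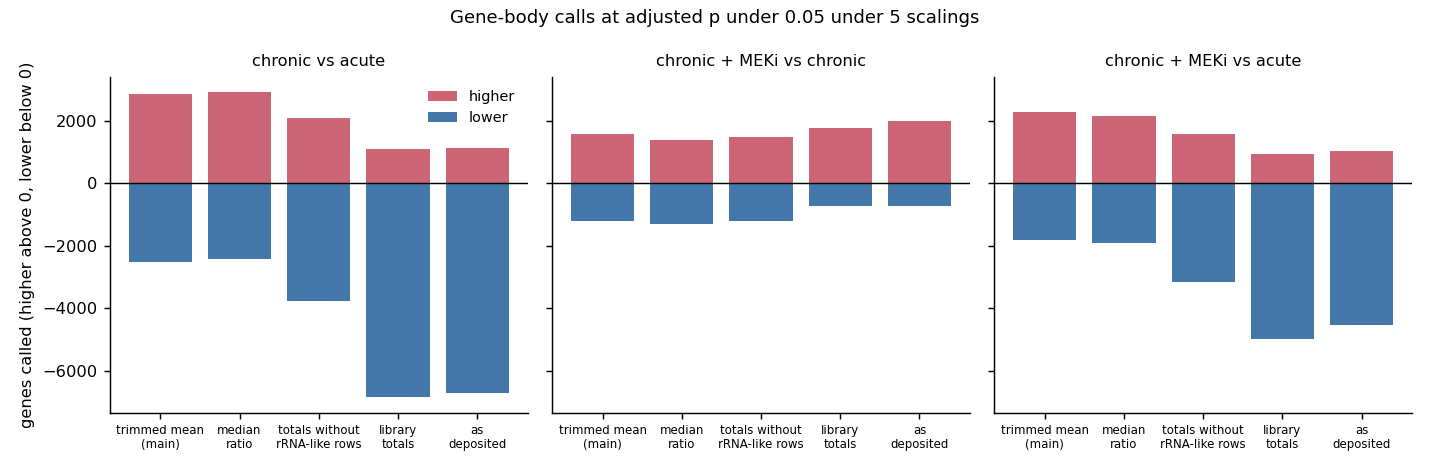
Numbers of genes called higher (above 0) and lower (below 0) in the gene body at a limma adjusted p under 0.05, in 3 comparisons under 5 scalings of the libraries. Between chronic and acute libraries, 2875 genes were higher under the main scaling and 1085 under library totals.

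The largest rise between chronic and acute libraries under the naming rule was that of Ccdc184 (chromosome 15, 98167158 to 98170134). Its scaled signal was 815 ± 345 (SD, n = 3) in chronic and 3.59 ± 4.16 in acute libraries, a log2 fold change of 6.61 (SE 0.41, limma adjusted p 6.36e-10). It was followed by Penk, Hspa1b, Hspa1a and Ccl4, with log2 fold changes of 6.08, 5.77, 5.47 and 5.39. Hspa1a and Hspa1b are near-identical copies, and Penk and Hspa1a overlap a gene on the opposite strand, so their values are uncertain. Fold changes against a group near 0 depend on the pseudocount: with 0.5 that of Ccdc184 was 8.34. The largest fall was that of Ifi208 (chromosome 1, 173673680 to 173698395), from 803 ± 83.0 to 9.22 ± 4.51, a log2 fold change of -5.88 (SE 0.38, adjusted p 9.07e-10). Cdh1, AC132320.1, Igfbp4 and Slc14a1 followed at -5.75, -5.56, -5.37 and -5.32. Ifi208 belongs to a family of related genes in 1 cluster, and AC132320.1 overlaps a gene on the opposite strand. Igfbp4 had the smallest adjusted p, 3.02e-14, with 197 ± 24.8 in chronic and 8351 ± 891 in acute libraries.

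Among the genes fixed in advance, Pdcd1, Havcr2, Lag3 and Tigit, which encode inhibitory receptors, were higher in chronic libraries. Pdcd1 (chromosome 1, 94038305 to 94052553) had 2120 ± 277 (SD, n = 3) in chronic and 352 ± 20.1 in acute libraries, a log2 fold change of 2.57 (SE 0.13, limma adjusted p 4.31e-11). Havcr2 (chromosome 11, 46454935 to 46481255) had 4854 ± 197 and 190 ± 79.3, a log2 fold change of 4.73 (SE 0.24, adjusted p 2.39e-10). Lag3 and Tigit rose by 2.22 and 1.43. Ctla4 and Tox, also on the exhaustion list, were lower in chronic libraries, at -1.90 (SE 0.13, adjusted p 2.59e-09) and -1.54 (SE 0.18, adjusted p 1.91e-06). Tcf7 and Slamf6 were lower, at -2.03 and -4.22, and Il7r was higher, at 0.88. Tox, Tcf7 and Slamf6 overlap a gene on the opposite strand. Of the MEK-ERK genes fixed in advance, Etv5, Spry2 and Etv4 were higher, at 2.70, 1.93 and 1.68 (adjusted p 1.17e-05, 3.87e-06 and 0.0293). Spry1 was lower, at -1.45 (adjusted p 4.62e-05). Etv4 was not called without acute replicate 1 or 2 or chronic replicate 1, 2 or 3 (adjusted p from 0.0599 to 0.0977). Dusp6 and Myc differed by less than the spread between libraries, at -0.06 and 0.04 (adjusted p 0.766 and 0.867). Under library totals Dusp6 and Myc were called lower, at -0.55 and -0.46. Entpd1, which overlaps genes on its own strand, was called at 0.29 (adjusted p 0.0332), and changed direction to -0.21 under library totals. It was not called without acute replicate 1 or 2 or chronic replicate 1 or 2 (adjusted p 0.118, 0.0609, 0.0519 and 0.129).

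MEK inhibition was followed by a large fall of Dusp6 (chromosome 10, 99263231 to 99267489), a phosphatase gene on the MEK-ERK list. Its signal was 2395 ± 89.2 (SD, n = 3) in chronic and 204 ± 9.69 in chronic MEK-inhibited libraries, a log2 fold change of -3.52 (SE 0.13, limma adjusted p 5.23e-12). Etv5, Etv4 and Spry2 were lower, at -3.80, -2.47 and -1.43, and Spry1, which overlaps a gene on the opposite strand, did not change beyond the spread between libraries (-0.43, adjusted p 0.210). Myc fell by 0.62 (SE 0.14, adjusted p 0.00480), and without chronic replicate 3 its adjusted p was 0.120. Havcr2 fell by 3.35 (SE 0.24, adjusted p 4.34e-08) and Tigit by 0.87 (SE 0.198, adjusted p 0.00423). Pdcd1 and Lag3, in contrast, did not differ detectably (0.20 and 0.06, adjusted p 0.335 and 0.898). Tcf7 and Ctla4 rose by 1.56 and 2.02. Of the genes chosen by size, Kit (chromosome 5, 75574916 to 75656722) rose most, from 57.9 ± 27.4 to 2510 ± 232, a log2 fold change of 5.41 (SE 0.25, adjusted p 8.62e-11). Igha, Ifi203, Fbln2 and Capn5 rose by 3.73, 3.51, 3.48 and 3.34. Ccl4 (chromosome 11, 83662584 to 83664683) fell most, from 1063 ± 268 to 15.2 ± 10.5, a log2 fold change of -5.82 (SE 0.48, adjusted p 7.94e-08). Ccl3, Rgs2, Il13 and Cdh17 followed at -5.40, -4.76, -4.59 and -4.52. Ifi203 has close relatives in its cluster, and Capn5 overlaps genes on both strands. Ccl3 and Ccl4 no longer passed the filter when any 1 chronic library was left out, since their signal came from that group.

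**Figure D2:**
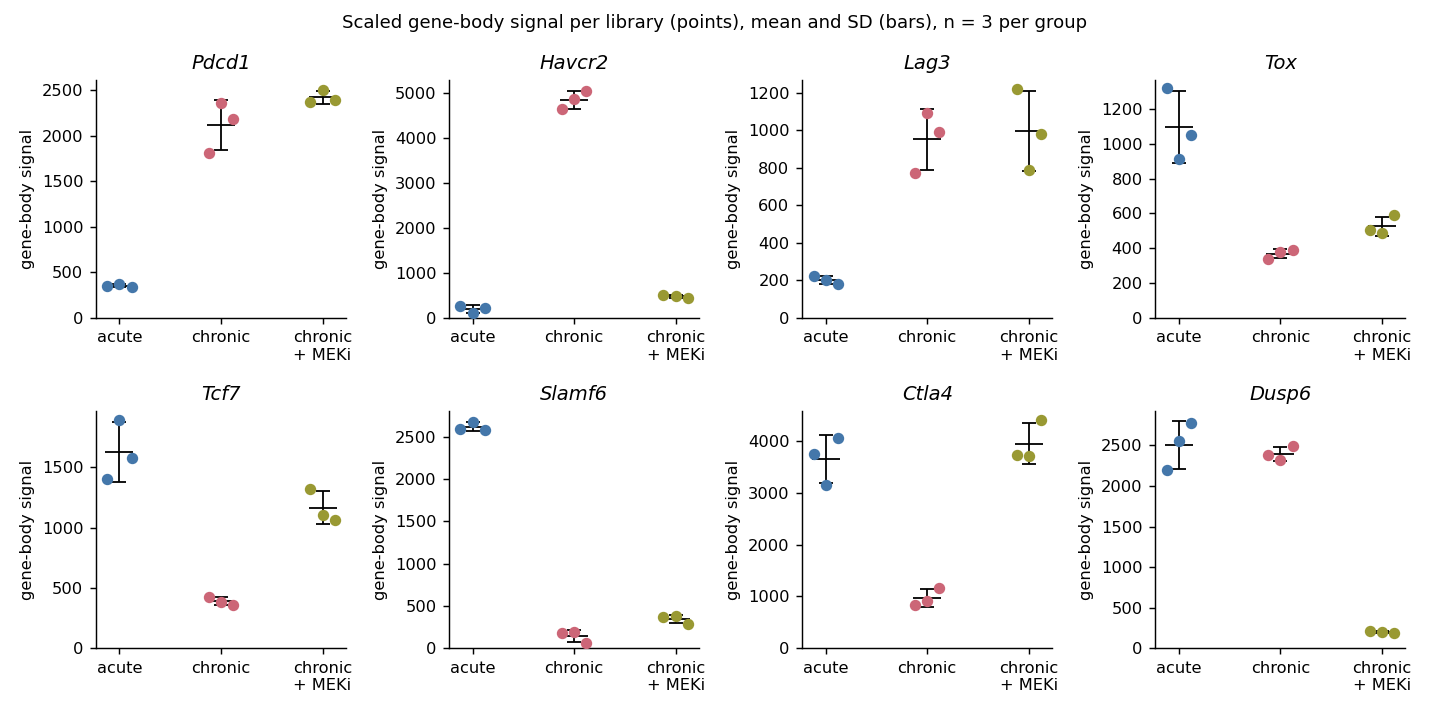
Scaled gene-body signal of 8 genes fixed in advance, with 1 point per library and bars for the mean and SD of 3 libraries per group; each vertical axis starts at 0. Dusp6 lies at 204 ± 9.69 with MEK inhibition and at 2395 ± 89.2 in chronic libraries, whereas Pdcd1 is at 2426 ± 71.6 and 2120 ± 277.

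Compared with acute libraries, chronic MEK-inhibited libraries had higher Pdcd1 and Lag3, at log2 fold changes of 2.77 and 2.27 (limma adjusted p 4.80e-11 and 9.54e-08). Dusp6 was lower, at -3.58 (adjusted p 5.92e-12). Ctla4 and Il7r did not differ beyond the spread under the main scaling (0.11 and -0.13, adjusted p 0.585 and 0.295). Il7r was called lower under library totals, at -0.52, and also on the deposited scale and with totals without the ribosomal RNA-like rows. Ctla4 changed sign under these scalings without being called, at -0.27, -0.23 and -0.06. The largest rises were those of Ccdc184, Cox6b2, Cyp11a1, Map3k20 and Fads2, at 5.01, 4.51, 3.81, 3.68 and 3.54. The largest falls were those of Fgl2, Trib2, Egr1, Igfbp4 and Ccdc146, at -4.44, -3.85, -3.73, -3.69 and -3.68. Fgl2 lies inside Ccdc146 on the opposite strand, and the rows may share signal.

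Reversal was examined among the 5403 genes called between chronic and acute libraries. Of these, 78.3% had the opposite sign with MEK inhibition against chronic libraries, and the correlation of the log2 fold changes across genes was -0.73. Because both comparisons share the chronic libraries, a share above 50% arises without any effect of the inhibitor. In 100 simulations with all libraries redrawn and no such effect, it was 58.3% on average and at most 60.8%, and the correlation was -0.26 on average and at lowest -0.30. With separate chronic libraries for the comparisons, the observed share was 71.0% (70.5%, 71.9% and 70.8% with chronic replicates 1, 2 and 3 kept apart) and the correlation -0.64. The simulated share then ranged from 48.8% to 51.4%. The simulated errors were independent, whereas 1 axis held 40.2% of the gene-body variance that remained within groups. Errors shared between genes are thus left out, and the simulated ranges may be too narrow. In the data 1783 genes were called in both comparisons with opposite directions and 224 with the same direction. Of the 2875 genes higher in chronic libraries, 28.4% were called lower with MEK inhibition, and 55.1% were still called higher than in acute libraries. Of the 2528 lower genes, 38.3% were called higher with MEK inhibition, and 48.3% were still called lower than in acute libraries. Use of separate chronic libraries was the alternative that moved the share most.

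**Figure D3:**
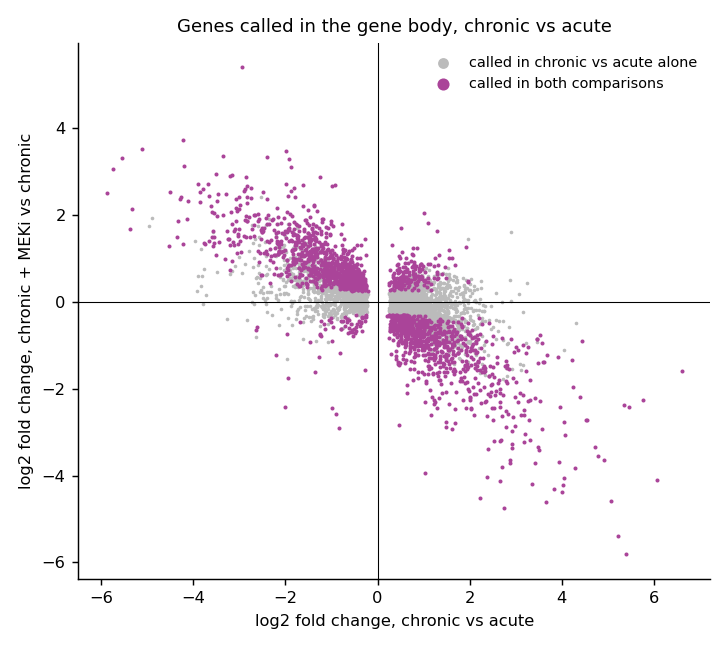
Log2 fold change with MEK inhibition against chronic libraries (vertical axis) plotted against the log2 fold change of chronic against acute libraries (horizontal axis) for 5403 genes called in the latter, 1 point per gene. Coloured points are called in both comparisons, 1783 of them with opposite and 224 with the same direction.

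Gene lists were tested in each comparison, and 20 of 24 tests had a camera adjusted p under 0.05. Of those, 18 held under fry and 8 under camera with an estimated correlation. The exhaustion-associated list, with 30 of 30 genes tested, had a median log2 fold change of 0.73 between chronic and acute libraries (camera adjusted p 4.31e-06), with 21 genes called higher and 7 lower. Adjusted over the list alone, 29 were called. The alternative that moved this median most was the pause-region signal, with 1.76 over 16 genes, and library totals lowered it to 0.25. Its median was -0.27 with MEK inhibition against chronic libraries (adjusted p 0.00730), with 5 genes called higher, 13 lower and 23 adjusted over the list alone. That call did not hold with an estimated correlation (adjusted p 0.0787), and the median was -0.16 without MEK-inhibited replicate 1. Against acute libraries the median with MEK inhibition was 0.53 (adjusted p 0.000250, 22 genes adjusted over the list alone). MEK-ERK output, with 22 of 26 genes tested, had a median of -1.26 with MEK inhibition against chronic libraries (adjusted p 1.51e-12), with 14 genes called lower, 1 higher and 16 adjusted over the list alone. In the pause region this median was smaller in size, at -0.48 over 11 genes. The list's gene-body call held with an estimated correlation (adjusted p 0.0182). Between chronic and acute libraries its median was 0.19 (adjusted p 0.0258), and without acute replicate 2 it was 0.42. Under library totals the list median changed sign to -0.30, where the median gene was at -0.5. Camera tests the list against the other genes, and its adjusted p was then 0.00152. Between MEK-inhibited and acute libraries the list median was -0.43 (adjusted p 0.00673), and without acute replicate 2 its adjusted p was 0.0864. Nuclear oxidative phosphorylation, with 78 of 83 symbols tested as 79 genes because Atp5o names 2 genes, had medians of 0.05, 0.01 and 0.02 in chronic against acute, MEK-inhibited against chronic and MEK-inhibited against acute libraries (adjusted p 0.785, 0.579 and 0.951). Adjusted over the list alone, 10, 0 and 2 of its genes were called.

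Cholesterol and fatty acid synthesis genes had the largest shift between chronic and acute libraries of the 8 lists, with a median of 1.88 (camera adjusted p 3.36e-23) and 20 of 20 genes called higher. With MEK inhibition against chronic libraries the median was -0.66 (adjusted p 7.03e-15), with 16 genes called lower, and against acute libraries it was 1.24 (adjusted p 1.57e-21). These calls also held under fry and with an estimated correlation. Stem- or memory-associated genes, with 23 of 24 tested, had medians of -0.96, 0.47 and -0.60 in the same order of comparisons (adjusted p 1.08e-07, 0.0134 and 2.50e-08). Adjusted over the list alone, 22, 18 and 15 of them were called. Glycolysis, with 20 of 22 symbols tested as 21 genes because Aldoa names 2 genes, had medians of 0.72, -0.33 and 0.22 (adjusted p 6.38e-06, 1.45e-05 and 0.0258), the last changing sign to -0.17 under library totals and losing its call without acute replicate 1 or 3 or MEK-inhibited replicate 1 (adjusted p 0.130, 0.0773 and 0.0854). Adjusted over the list alone, 16, 13 and 11 were called. Cell cycle genes had medians of 0.67, 0.25 and 0.95 (adjusted p 2.66e-10, 9.64e-05 and 1.57e-21), with 22, 14 and 28 of 30 genes adjusted over the list alone. Alternatives other than leaving out a library lowered the cell cycle median between chronic and acute libraries to as little as 0.18. They lowered the glycolysis median in that comparison to as little as 0.23. Cytosolic ribosomal protein genes, with 74 of 78 tested, had medians of 0.16, 0.01 and 0.21 (adjusted p 0.00171, 0.951 and 0.000264), and neither call held under fry; adjusted over the list alone, 12, 0 and 10 were called. Chronic replicate 3 decided the first of these medians, which was 0.02 without it (adjusted p 0.491). The middle one was -0.10 without chronic replicate 1 and 0.16 without chronic replicate 3 (adjusted p 0.00467 and 0.000336), and the last 0.10 without acute replicate 1. With an estimated correlation, 1 of the 3 calls held for the stem- or memory-associated list and 1 for the cell cycle list, both between MEK-inhibited and acute libraries. The other calls of the exhaustion-associated list, in chronic and in MEK-inhibited against acute libraries, held as well (adjusted p 0.0182 and 0.0439).

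**Figure D4:**
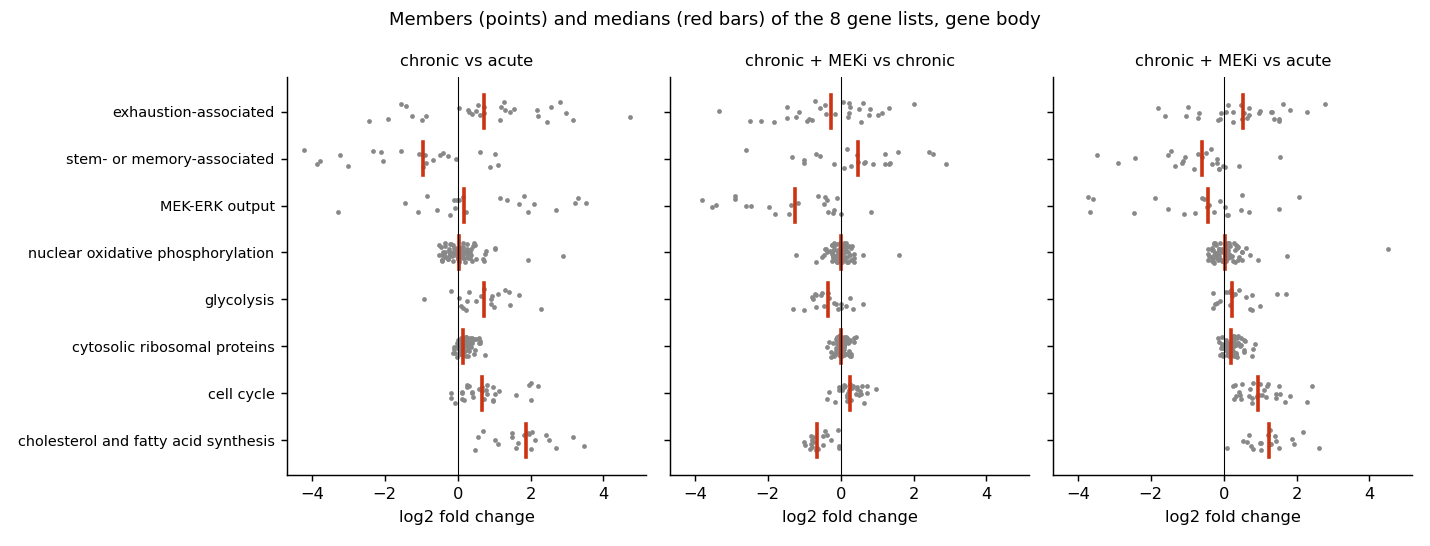
Log2 fold changes of the members of 8 gene lists (points) and the list medians (red bars) in 3 gene-body comparisons. The MEK-ERK output list has its median at -1.26 in MEK-inhibited against chronic libraries and at 0.19 in chronic against acute libraries.

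In the pause region, 7678 genes were tested. Between chronic and acute libraries 823 were called, 412 higher and 411 lower, and under library totals 1768 were called, 123 higher and 1645 lower. With MEK inhibition against chronic libraries 230 were called, 120 higher and 110 lower, and against acute libraries 457, 264 higher and 193 lower. Library totals gave 173 higher and 40 lower, and 91 higher and 492 lower, in the latter comparisons. The other scalings moved the balance differently. The deposited scale gave 235 higher and 349 lower between chronic and acute, 139 and 43 between MEK-inhibited and chronic, and 272 and 115 between MEK-inhibited and acute libraries. Totals without the ribosomal RNA-like rows gave 463 and 289, 107 and 94, and 326 and 137. Single libraries moved these counts: 545 genes were called between chronic and acute libraries without acute replicate 1. Between MEK-inhibited and chronic libraries 144 were called without chronic replicate 2, and 120, 119 and 109 without MEK-inhibited replicates 1, 2 and 3. Between MEK-inhibited and acute libraries 300 were called without acute replicate 1, and 264, 233 and 248 without MEK-inhibited replicates 1, 2 and 3. Of the 807 pause-region calls between chronic and acute libraries that were also tested in the gene body, 684 were called there in the same direction and 4 in the opposite one.

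The ratio of pause-region to gene-body signal was tested in 7413 genes. Between chronic and acute libraries 2 genes were called, both with a higher ratio, A830012C17Rik and Gm26511, while 1161 had an unadjusted p under 0.05, where chance would give 371. These names fall outside the naming rule and were chosen after their values were seen. The start of A830012C17Rik (chromosome 4, 4138321) lies within the oppositely transcribed Penk, which ends at 4138477. No gene was called with MEK inhibition against chronic or acute libraries, where 338 and 1186 genes had an unadjusted p under 0.05. Single libraries decided these counts: without acute replicate 1 or 3 or chronic replicate 2 or 3, 0 genes were called between chronic and acute libraries. Without acute replicate 2, 228 genes were called between chronic and acute libraries and 397 between MEK-inhibited and acute libraries.

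The pausing index was -4.05 ± 0.34 (SD, n = 3) in acute, -3.64 ± 0.07 in chronic and -3.60 ± 0.07 in chronic MEK-inhibited libraries. The chronic libraries were higher than the acute ones by 0.41 (two-sided exact permutation p 0.2, adjusted 0.3), and the MEK-inhibited libraries were higher than the chronic ones by 0.04 (exact p 0.5, adjusted 0.5). The MEK-inhibited libraries were higher than the acute ones by 0.46 (exact p 0.2, adjusted 0.3). The smallest p that the design allows is 0.1. Acute replicate 2, at -3.67, lay within the range of the chronic libraries, and acute replicates 1 and 3 lay at -4.19 and -4.30. Without acute replicate 2 the difference between chronic and acute libraries was 0.60, and without acute replicate 3 it was 0.30.

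**Figure D5:**
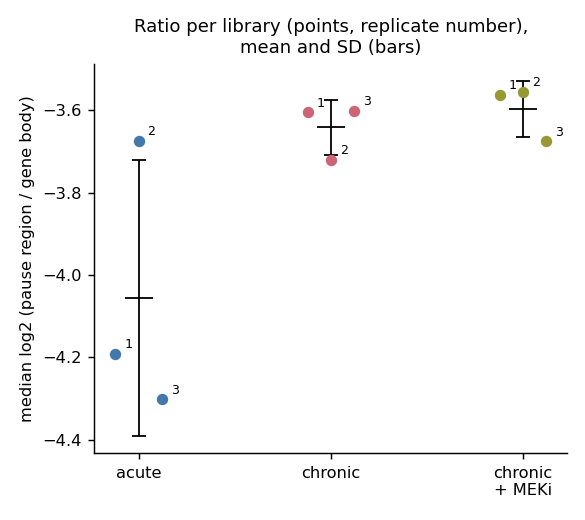
Median log2 ratio of pause-region to gene-body signal over 7413 genes in each library (points, with the replicate number), and the mean and SD of 3 libraries per group (bars). Acute replicates 1 and 3 lie at -4.19 and -4.30, and acute replicate 2 at -3.67.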

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

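The gene-wise tests, list tests, reversal and pausing index were repeated, each under the alternatives that apply to it; the library-level permutation tests were not. The alternatives were set before the data were examined, except separate chronic libraries, the deposited scaling, totals without the ribosomal RNA-like rows, the pseudocount of 0.5, the density filter and the background as a covariate or subtracted, which were chosen after seeing the data. Count-model alternatives (DESeq2) were planned and not run, because the deposited unit is not counts. The cause of a change was not tested unless stated.

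The number of gene-body calls between chronic and acute libraries stayed within 1.5 times of 5403 under all alternatives run, from 4052 to 7945. For the other gene-body comparisons, dropping the filter gave 1637 calls in place of 2802 for MEK-inhibited against chronic libraries and 2642 in place of 4118 against acute libraries, over 34470 genes tested. Of the 5403 main calls, 3613 kept their call and direction under library totals, 3662 on the deposited scale and 5286 under median-ratio scaling. Pause-region calls between chronic and acute libraries numbered 1768 under library totals, 494 without a filter and 369 with the background as a covariate. Without a filter, 107 were called for MEK-inhibited against chronic libraries, and 206 against acute libraries, where the background covariate gave 207. Leaving out 1 library gave from 545 to 750 pause-region calls between chronic and acute, from 109 to 277 between MEK-inhibited and chronic, and from 233 to 512 between MEK-inhibited and acute libraries. The smallest of these came without acute replicate 1, MEK-inhibited replicate 3 and MEK-inhibited replicate 2, respectively, and each such fit has fewer libraries.

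The number of pausing changes called between chronic and acute libraries was 53 without a filter, 1 with only the groups compared or with the background subtracted, and 0 with own scaling of each region or the background as a covariate. It ranged from 0 to 228 across the 9 fits that each left out one library. For MEK-inhibited against chronic libraries it was 1 without a filter, and against acute libraries from 0 to 397 when a library was left out. The highest values came without acute replicate 2. The difference of the pausing index between MEK-inhibited and chronic libraries was -0.063 from summed signal, in place of 0.04.

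Correlations of deviations between same-numbered libraries ranged from -0.53 (acute and MEK-inhibited replicate 2) to 0.10 (acute and chronic replicate 2). They showed no strong pairing by replicate number. Differently numbered libraries were not compared in this way, so pairing cannot be excluded. With the replicate block, 5497, 2956 and 4263 genes were called in the gene body for chronic against acute, MEK-inhibited against chronic and MEK-inhibited against acute libraries. Of 128 results with the block, 2 changed: the pausing changes between chronic and acute libraries numbered 0, and Etv4 between them had an adjusted p of 0.0520 in place of 0.0293.

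The share of opposite signs, 78.3%, was 71.0% with separate chronic libraries, where the correlation was -0.64 in place of -0.73. By construction this removes the error that the comparisons share, and the second comparison then rests on 1 chronic library. The share was 80.6% under library totals, 82.2% on the deposited scale, 76.8% with totals without the ribosomal RNA-like rows and 81.2% with the background as a covariate, and from 77.0% to 81.1% leaving out one library. The correlation was -0.75 with the background as a covariate and from -0.74 to -0.70 leaving out one library.

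The exhaustion-associated list kept its direction in all alternatives run, and lost its call for MEK-inhibited against chronic libraries under an estimated correlation (median -0.27, adjusted p 0.0787). Its size changed: between chronic and acute libraries the median ranged from 0.25 under library totals to 1.76 in the pause region, and between MEK-inhibited and acute libraries from 0.15 to 0.76 under the same alternatives. Between MEK-inhibited and chronic libraries it ranged from -0.53 in the pause region to -0.14 on the deposited scale. Oxidative phosphorylation changed sign for MEK-inhibited against chronic libraries under median-ratio scaling (-0.019), no filter (-0.061, adjusted p 0.0475) and the density filter (-0.0026), and ranged from -0.070 to 0.069 leaving out one library. Between chronic and acute libraries it was -0.45 under library totals, -0.43 on the deposited scale, -0.11 with totals without the ribosomal RNA-like rows and -0.019 with the background covariate, and from -0.023 to 0.13 leaving out one library. For MEK-inhibited against acute libraries it was -0.36, -0.32, -0.15 and -0.0040 in that order, -0.036 without a filter, -0.0089 with the density filter, -0.011 with the background subtracted, and from -0.088 to 0.024 leaving out one library.

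Ribosomal protein genes changed sign between chronic and acute libraries under library totals (-0.33) and on the deposited scale (-0.31), and between MEK-inhibited and acute libraries (-0.18 and -0.13). For MEK-inhibited against chronic libraries their median was -0.019 under median-ratio scaling, -0.055 without a filter, -0.0030 with the density filter and -0.067 in the pause region, and from -0.10 to 0.16 leaving out one library, the extremes coming without chronic replicates 1 and 3. The MEK-ERK output list between chronic and acute libraries changed sign under library totals (-0.30), on the deposited scale (-0.29) and in the pause region (-0.35). Under the 2 scalings the camera adjusted p of the MEK-ERK output list, set against the other genes, was 0.00152 and 0.00172. Glycolysis between MEK-inhibited and acute libraries changed sign in all of these as well (-0.17, -0.12 and -0.18). Its camera adjusted p was 0.38, 0.325 and 0.671. Library totals and the deposited scale move the median gene by -0.49 and -0.47 between chronic and acute libraries, and by -0.38 and -0.34 between MEK-inhibited and acute libraries, more than any of these medians under the main scaling. The cause of the changes in the pause region, under the filters and median-ratio scaling, and leaving out one library was not tested.

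Among named genes, Entpd1 and Myc between chronic and acute libraries and Ctla4 between MEK-inhibited and acute libraries changed sign under library totals (-0.21, -0.46 and -0.27) and on the deposited scale (-0.19, -0.44 and -0.23). With totals without the ribosomal RNA-like rows, Myc was at -0.12 and Ctla4 at -0.057, and with the background covariate Myc was at -0.18. Lag3 for MEK-inhibited against chronic libraries was at -0.013 without a filter. Leaving out one library gave from -0.16 to 0.012 for Dusp6 and from -0.13 to 0.20 for Myc between chronic and acute libraries. It gave from -0.16 to 0.21 for Lag3 between MEK-inhibited and chronic, and from -0.042 to 0.14 for Ctla4 between MEK-inhibited and acute libraries. Apart from changes of direction, 44 other results of named genes were weaker and 10 stronger, 28 list medians were weaker and 1 stronger, and 49 counts of higher or lower calls moved by more than 1.5 times. With a signal of at least 10 required in every library, genes near 0 in 1 group, such as Ccdc184 and Ccl4, were not tested.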

Other observations

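The tests of the ribosomal RNA-like locus, the residual axis, low-density genes, gene length and the pausing ratio were chosen only after the result was seen. Those of the heat-shock and interferon lists, and the splits of the libraries, were written before their values were seen.

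Other splits of the 6 libraries in each comparison were fitted with the remaining group kept. In the gene body, 1 of the 10 splits gave as many calls, the real one, in each comparison: 5403 calls against at most 0 in another split for chronic against acute, 2802 against 0 for MEK-inhibited against chronic, and 4118 against 200 for MEK-inhibited against acute libraries. In the pause region 1 of the 10 splits again gave as many in each comparison, with 823, 230 and 457 calls against at most 0, 0 and 12. For pausing changes, 1 of 10 splits gave as many as the 2 calls between chronic and acute libraries, and 10 of 10 splits gave as many as the 0 calls in the other comparisons. With 10 splits a share under 0.1 cannot be reached.

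On the deposited scale the median gene of each library, averaged over a group, differed by -0.48 on the log2 scale between chronic and acute libraries, with a pooled SD of 0.10 between libraries. A candidate explanation is that a total-based scale gave the ribosomal RNA-like locus, whose share was higher in chronic libraries, room at the cost of other genes. Scaling to totals without the locus left -0.17, beyond the SD of 0.06, so the locus cannot be the whole cause, although 35.1% of the shift stayed. The rest is open. Whether total transcription per cell changed was not tested.

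After group means were removed, 1 axis held 40.2% of the remaining gene-body variance and set acute replicate 2 and MEK-inhibited replicate 1 apart from acute replicates 1 and 3 and MEK-inhibited replicate 2. Over the 9 libraries it followed the deviation of each library's background from its group mean. The receptor genes that give the background were left out of the axis. For these within-group deviations Pearson r was 0.988 (exact permutation p 0.00926 within groups over 216 permutations) and Spearman rho 0.983 (exact permutation p 0.0139). Without acute replicate 2 and MEK-inhibited replicate 2, whose background lay farthest from their group means, r was 0.975. The step size, a stand-in for the scale factor and possibly for depth, gave r -0.22 (exact permutation p 0.5), so no relation was detected. With 9 libraries and depth in reads unknown, a part of depth in the axis cannot be excluded. With 2 relations computed, doubling the smaller p leaves it under 0.05. The background was 0.522, 0.151 and 0.478 per kb in acute replicates 1 to 3, from 0.119 to 0.176 in chronic, and 0.105, 0.361 and 0.155 in MEK-inhibited replicates 1 to 3. Signal from silent regions, such as unlabelled RNA or genomic DNA carried through the capture, is consistent with this axis. Which of these it is was not tested.

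The 1261 tested genes at or below the density threshold of 0.70 per kb had a median log2 fold change of -0.73 between chronic and acute libraries, against 0.03 for the 14681 others. With the background as a covariate the low-density genes lay 0.32 above the others, an overshoot in the opposite direction. Background and group cannot be told apart for these genes: the correction neither brought them level nor left them low, and 2 of the 3 acute libraries hold the highest background. Only 56 of these genes were called, all lower in chronic libraries.

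Above that threshold, the longest eighth of genes (median 133.6 kb) had a median log2 fold change of -0.10 between chronic and acute libraries and the shortest eighth (2.2 kb) one of 0.11. Per library the difference between these classes did not separate the groups (exact two-sided permutation p 0.3), and chronic replicate 3, at -0.35, lay far from chronic replicates 1 and 2, at 0.01 and -0.04. With the background as a covariate the gap was -0.041, less than the SD of 0.16 between libraries. The trend may therefore reflect background, and no length effect of chronic stimulation was detectable.

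The higher pausing ratio of chronic than acute libraries, 0.41, might come from background added to long gene bodies. Subtracting the receptor-gene background left 0.41 (99% of it), which argues against background of that size as the cause. The background covariate, in contrast, moved the gene-wise median from 0.35 to 0.18. A library difference that goes along with background, without being its addition, thus stays open, as does a difference between the stimulations. Acute replicate 2 had low background and a ratio like that of the chronic libraries. MEK-inhibited replicate 2 went the other way, with high background (0.361 per kb) and the highest pausing index of all libraries, -3.555.

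Hspa1a and Hspa1b, among the largest rises between chronic and acute libraries, raised the question of a general heat-shock response. Of 16 other targets of heat-shock factor, 15 were tested, 15 of 15 were higher in chronic libraries and 14 were called, with a list median of 1.00 (camera adjusted p 2.74e-10 over 2 lists, p 0.0365 with an estimated correlation). Under library totals the median was 0.51, with 13 of the 15 genes higher. With MEK inhibition against chronic libraries the median was -0.55, with 11 genes called lower. Against acute libraries it was 0.39 (camera adjusted p 0.006 over 2 lists), a call that did not hold with an estimated correlation (p 0.262). Under library totals the median against acute libraries was 0.006 (camera p 0.0501). The pattern is consistent with a heat-shock response in chronic libraries that is smaller with MEK inhibition. Whether it arose in culture or during handling was not tested.

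Ifi208 and Ifi203 belong to a cluster on chromosome 1 in which Ifi206, Ifi209, Ifi213, Ifi214 and Mndal were also lower in chronic libraries, at log2 fold changes of -4.36, -3.72, -4.96, -4.54 and -3.08, whereas the neighbouring Aim2 was at 0.26 (limma adjusted p 0.0809). Reads shared among these related genes could spread 1 change over several. Interferon-stimulated genes elsewhere in the genome were therefore tested: of 30, 22 passed the filter (73.3%), 16 were called lower and 1, Mx1, higher, with a list median of -1.21 (camera adjusted p 1.15e-07 over 2 lists, p 0.00139 with an estimated correlation). With MEK inhibition against chronic libraries the median was 0.68, with 13 genes called higher. Against acute libraries it was -0.48 (camera adjusted p 0.042 over 2 lists), a call that did not hold with an estimated correlation (p 0.0757). Without acute replicate 2 that median was -0.36 (camera p 0.0974). The camera p was also above 0.05 without acute replicate 1 or 3 (0.0604 and 0.0759) or MEK-inhibited replicate 2 or 3 (0.075 and 0.0545). It was 0.0805 under library totals, 0.0775 on the deposited scale and 0.0635 with totals without the ribosomal RNA-like rows. It stayed under 0.05 in the other fits that left out 1 library, under median-ratio scaling and with the background covariate. The median between chronic and acute libraries was -1.69 under library totals and from -1.21 to -0.95 when one library was left out. A broader fall of interferon-stimulated transcription, less pronounced with MEK inhibition, is a hypothesis that fits these values; sharing of reads within the cluster stays possible for the size of its changes.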
